A study of Homo sapiens with 18 samples. Its data were reported in "An Early Neoplasia Index (ENI10), Based on Molecular Identity of CD10 Cells and Associated Stemness Biomarkers, is a Predictor of Patient Outcome in Many Cancers" (2023).

How the data were processed

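Gene expression was measured on 18 Affymetrix HG-U133 Plus 2.0 arrays of human mammary epithelial cells. There were 3 cell lines: MCF10A-CT, the immortalised MCF10A line kept as control, and MC26 and M1B26, both derived from MCF10A by long exposure to the growth factor BMP2 and the cytokine IL6, M1B26 after an initial sort for cells carrying the BMP receptor BMPR1B. Each line was profiled unsorted and after flow cytometry sorting into CD10- and CD10+ cells, with 2 arrays in each of the 9 groups. IL6 was given at 10 ng/ml, and the labels state 2 doses of BMP2, 5 ng/ml and 10 ng/ml.

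According to the processing notes, the authors summarised the probe sets with Affymetrix Expression Console and MAS5, for which no versions are given. The deposited values are linear intensities, 1 per probe set and array, which the authors scaled so that the median over all probe sets is the same on every array (intensity 16.65). Other quantiles differ between arrays, with upper quartiles of 95.1 to 124, so the table holds no quantile normalization; the study's methods name RMA, which was not used here. All 18 columns were used.

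The table held 54675 probe sets, of which 62 were Affymetrix controls, 41091 had 1 gene, 1801 had several genes and 11721 had no gene name here. Probe sets were named through the annotation of the array that GEO holds and the NCBI gene table of assembly GRCh38.p14; 54 probe sets carried a gene number that this table lacks and kept the annotation's symbol. Intensities were analysed as log2(intensity + 1), with 1 probe set per gene (the one with the highest mean over all arrays) for 19775 genes. Genes whose mean lay at or under the median of all probe set means (log2 3.93, intensity 14.3) were left out, which left 12171 genes tested. A gene whose mean in a group lies under that level is called near background there, and the size of its difference is then uncertain. For averages and differences of differences, which hold more groups, this is not marked gene by gene. For arrays, the number of replicates limits the precision: the median SE of a difference was 0.296 on the log2 scale within a line and 0.171 for the average over the lines.

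Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with an intensity trend), in a single fit of 9 group means with 9 residual and 6.28 prior degrees of freedom, two-sided, with a Benjamini-Hochberg adjusted p under 0.05 within each of 14 contrasts. The contrasts were CD10+ minus CD10- in each line, their average, the CD10 difference of MC26 and of M1B26 minus that of MCF10A-CT, the 3 differences between unsorted lines, MC26 and M1B26 minus MCF10A-CT among CD10- and among CD10+ cells, and sorted minus unsorted averaged over the lines. Errors after ± are SEs from limma for differences and SDs for group means, always with n = 2 arrays per group. Correlations between arrays ranged from 0.865 to 0.985, and between replicates from 0.949 to 0.979.

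Genes named in the text were chosen by a rule: for the CD10 contrasts, their average and the unsorted contrasts, the 10 largest increases and 10 largest decreases among genes past the threshold whose arrays did not overlap between the groups, and for the others the 5 largest each way. For averages, the arrays had to stand apart in the same direction in every line, and for the differences of differences all replicate-wise CD10 differences of both lines had to stand apart. Where fewer than 5 genes passed in a direction, the 5 with the smallest p were taken and are said not to pass. From each gene list discussed, up to 4 members with the smallest p are named. MME (the gene of CD10), BMPR1B, ID1 and SOCS3 are given whatever their values. Among the genes named, APOM, CADM3, CXCL8, DCN, DTNA, FN1, GLIS1, HLA-B, HLA-C, HLA-F, JUN, KIR2DL5A, MAPK3, MIR200CHG, PAPPA, PTGS1, SERPINB3 and THUMPD3-AS1 were read by probe sets that the array's naming marks as able to bind related transcripts.

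There were 24 gene lists, of which 1 is not reported here. The others were ENI10 (the signature of CD10+ cells that the study chose on the 4 sorted MCF10A-CT arrays), its cell-division part (ENI10-GO), its spindle assembly part (ENI10-SA), ENI10 outside cell division (without ENI10-GO and other G2-M genes that the study names, though CKAP2L and HJURP of the G2-M list and ATAD2 of the G1-S list remain in it), G2-M phase, G1-S phase, interferon response, TNF and NF-kB response, oxidative phosphorylation, BMP pathway, IL6 and STAT3 response, basal and myoepithelial, luminal, mesenchymal and fibroblast, keratinocyte differentiation, leukocyte and endothelial, immediate early and heat shock, NRF2 and aldo-keto reductases, stem cell markers, cholesterol synthesis, hypoxia and glycolysis, integrated stress response, and p53 targets. Each list was tested in each contrast with limma's camera at its preset correlation of 0.01, adjusted over the lists of a contrast, and again with a correlation estimated from the data and with fry. With the estimated correlation, 4 calls held: ENI10 and ENI10 outside cell division in MCF10A-CT, ENI10 outside cell division in the average over lines, and luminal genes in CD10+ M1B26 against CD10+ MCF10A-CT cells.

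An ENI10 score was computed per array as a single-sample enrichment score of the list's 152 tested members (rank weight 0.25) and compared by exact permutation of labels within lines or populations, two-sided. The 216 possible relabelings make 0.009259 the smallest p they can give.

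Replicate numbers were checked for pairing through the correlation of deviations from the group means. The CD10- and CD10+ arrays of a line with the same number deviated together in all 3 lines (0.184 to 0.635), so these numbers pair the sorted arrays of a line. Across unsorted lines the range was 0.076 to 0.458, and not every value passed the 0.1 asked of a pairing. The highest, for MC26 and M1B26, exceeds that of the sorted arrays of 2 lines, so these 2 groups may share something by number. It was -0.2 to 0.086 for the same sorted population of other lines. The pairing comes from this check, since the labels do not say what a number marks.

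The gene test was tested on simulated data built from the real means and spreads, with 100 genes changed at each size. For the CD10 contrast in MCF10A-CT it recovered 38 genes at a log2 change of 1 and 76 at a change of 2, with 7 false calls. For unsorted M1B26 against MCF10A-CT it recovered 32 and 81, with 6 false calls. A G2-M list shifted by 0.5 was called and 0 of 19 other lists were. Built from means and spreads, this run does not test list calls against correlation between genes. In the real data 4 of 139 list calls held once that correlation was estimated.

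Groups, contrasts, lists, the rule for named genes and a first set of alternatives were fixed before the data were examined. These alternatives were a pseudocount of 16, quantile normalization, no filter or a filter at the upper quartile, the per-array maximum over probe sets, the replicate number and the line-by-replicate number as blocks, a fit on only the groups compared, eBayes without a trend, an unmoderated equal-variance unpaired test, and leaving out each array in turn. Chosen after seeing the data were arrays centred on their tested genes, the paired block on the sorted arrays alone, the scores of ENI10-GO and of ENI10 outside cell division omitting sorted MCF10A-CT, and gene tests omitting sorted MCF10A-CT, sorted M1B26 or doubted unsorted arrays. That block left 3 residual degrees of freedom and an infinite prior, so a gene's own spread had no weight and its counts are liberal.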

Results

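The data are gene expression intensities from 18 arrays of 3 mammary epithelial lines, the control MCF10A-CT and its derivatives MC26 and M1B26, each measured unsorted and after sorting by membrane CD10 into CD10- and CD10+ cells. Each of the 9 groups had 2 arrays, and 12171 genes were tested. The comparisons address which genes differ with CD10 in each line, whether that difference changes with transformation, and how the lines differ from each other.

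MME, which encodes the endopeptidase CD10, followed the sort in all 3 lines. Its mean intensity went from 10.5 in CD10- to 56.7 in CD10+ MCF10A-CT cells, from 17.1 to 80.3 in MC26 and from 36.2 to 1145 in M1B26. Averaged over the lines MME rose by 3.32 ± 0.37 on the log2 scale (adjusted p = 3.37e-04), and within M1B26 it rose by 5.19 (adjusted p = 1.28e-04). The differences of 2.32 in MCF10A-CT and 2.47 in MC26 did not pass on their own. They passed with the line-by-replicate pairing as a block on the sorted arrays alone, a fit chosen after seeing the data, as did the difference between M1B26 and MCF10A-CT given below. MME lay near background in CD10- cells of MCF10A-CT and MC26, so these sizes are uncertain, and a second MME probe set gave 4.08, 2.67 and 5.31. Unsorted cells had 9.35, 34.7 and 105 in MCF10A-CT, MC26 and M1B26. MME was higher there by 3.26 ± 0.64 in M1B26 than in MCF10A-CT (adjusted p = 0.0247), while the difference of 1.87 for MC26 did not pass (adjusted p = 0.354).

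**Figure D1:**
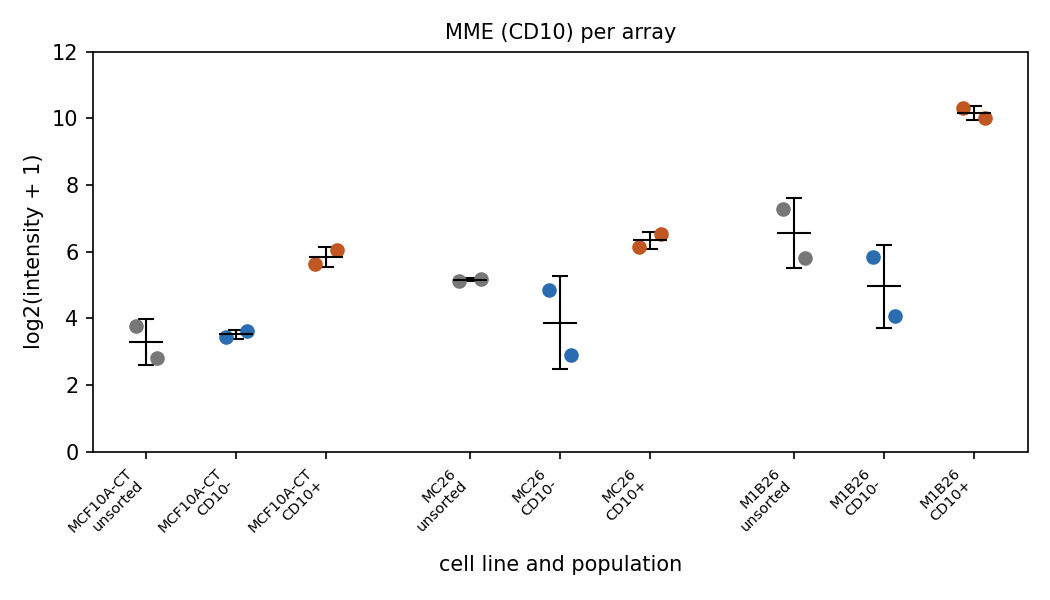
MME intensity plus 1 on a log2 axis in the 9 groups, with 1 point per array and a dash with bars for the mean ± SD (n = 2). CD10+ cells lie above CD10- cells in each line, with the widest gap, 5.19 on the log2 scale, in M1B26.

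In MCF10A-CT, no single gene passed between CD10+ and CD10- cells, but the genes of the ENI10 signature lay together on the CD10+ side. ENI10 had 144 of 152 tested members above 0 with a median of 0.49, and camera called it higher (adjusted p = 5.06e-45, and adjusted p = 0.0382 with an estimated correlation). The study chose this list on these same 4 arrays, so it is not independent evidence of its direction. Of its members 0 passed over all genes and 1 did when adjusted over the list alone. The 4 with the smallest p were SFTPB, a surfactant protein (1.58 ± 0.32, adjusted p = 0.927), MME (2.32) and the interleukin-1 family receptors IL1RL1 (1.95) and IL1R2 (2.07). Its part outside cell division had 88 of 96 members above 0 (median 0.46, adjusted p = 2.29e-31, and adjusted p = 0.0139 with an estimated correlation). Of these, 0 passed over all genes and 1 adjusted over the list alone.

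Cell-division genes shared this direction in MCF10A-CT. All 49 members of ENI10-GO lay above 0 (median 0.52), among them the mitotic genes CDC25C (0.70), TTK (0.73), KIF14 (0.80) and TOP2A (0.64). So did 12 of 12 genes of ENI10-SA (median 0.58), 52 of 57 G2-M genes (median 0.38) and 33 of 45 G1-S genes (median 0.12). Camera called these 4 lists higher, with adjusted p values of 1.98e-30, 6.06e-12, 5.45e-21 and 2.67e-04. With an estimated correlation none of the 4 was called (adjusted p = 0.283, 0.283, 0.316 and 0.849), and 0 of their genes passed, whether over all genes or adjusted over the list alone. All 4 arrays compared here were low in cell-division genes. Their mean G2-M value lay between -0.77 and -1.22, against -0.26 to 0.61 on the other arrays.

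Outside ENI10 and cell division, camera called mesenchymal genes (19 of 25 above 0, median 0.24) and keratinocyte differentiation genes (15 of 21 above 0, median 0.19) higher in CD10+ MCF10A-CT cells and hypoxia and glycolysis genes lower (2 of 33 above 0, median -0.13), with adjusted p values of 9.01e-04, 0.0118 and 0.0206. None of these calls held with an estimated correlation (adjusted p = 0.316, 0.414 and 0.652). Of the genes of these lists 0 passed, whether over all genes or adjusted over the list alone. The CD10+ and CD10- arrays overlapped in the means of all 3 lists, but within each replicate pair every list differed in the direction called. By replicate, mesenchymal means were -0.069 and 0.285 in CD10+ against -0.395 and 0.007 in CD10- cells. Keratinocyte means were 0.225 and 0.668 against -0.176 and 0.401, and hypoxia means -0.13 and 0.248 against -0.069 and 0.443.

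In this comparison limma found 0 genes higher and 0 lower, with 166 genes at an unadjusted p under 0.05 where 609 would be expected by chance. The unmoderated test gave 250 such genes and 0 after adjustment. With the line-by-replicate pairing as a block on the sorted arrays alone, a fit chosen after seeing the data, 78 genes passed (61 higher and 17 lower), and with that block on all arrays 0 did. Leaving out CD10- replicate 1 gave 8 genes, and leaving out CD10+ replicate 1 gave 1. The 5 genes with the smallest p in each direction, none passing, were SFTPB, MPP2, MME, MPND and IGHM on the CD10+ side, and C2orf81, KIFC3, TSHZ3, DTNA and CTDP1 on the CD10- side.

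In MC26 too, no gene passed between CD10+ and CD10- cells, and the cell-division genes did not lie on the CD10+ side. There 4 of 49 ENI10-GO members were above 0 (median -0.12), and camera called neither that list nor the G2-M genes (median -0.13). The replicate pairs went opposite ways in ENI10-GO, with 2 of 49 above 0 in pair 1 (median -0.44) and 43 of 49 in pair 2 (median 0.13), where all genes shifted by -0.26 and 0.061. ENI10 outside cell division had 58 of 96 members above 0 (median 0.052) and was called higher (adjusted p = 1.07e-07, and adjusted p = 0.296 with an estimated correlation). Keratinocyte differentiation genes had 15 of 21 members above 0 (median 0.26, adjusted p = 5.8e-04, and adjusted p = 0.296 with an estimated correlation). Mesenchymal genes were called higher too (12 of 25 above 0, median -0.009, adjusted p = 0.0448, and adjusted p = 0.996 with an estimated correlation), and 16 of the 25 lay above the median of all genes, which was shifted by -0.10 in this contrast. No member of these lists passed, whether over all genes or adjusted over the list alone.

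Limma found 0 genes higher and 0 lower in MC26, with 100 at an unadjusted p under 0.05. The unmoderated test gave 277 such genes and 0 after adjustment. The 5 genes with the smallest p each way, none passing, were MME, ACSS1, CLDN15, SLC26A6 and RCOR2 on the CD10+ side and RPL13AP17, ANKRD34A, ARHGEF12, CLIP2 and ABI3 on the CD10- side. A fit on the sorted MC26 arrays only gave 8 genes, and the paired block on all sorted arrays alone, chosen after seeing the data, gave 21, and that block on all arrays 0.

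In M1B26, CD10+ and CD10- cells differed in 791 genes, and mesenchymal genes were higher in CD10+ cells. CDH1, the adherens junction protein E-cadherin, fell by 3.64 ± 0.24 on the log2 scale (adjusted p = 5.07e-07), and EPCAM, an epithelial adhesion molecule, fell by 4.09 ± 0.46 (adjusted p = 5.86e-05). ESRP1, an epithelial splicing regulator, fell by 3.12, and ZEB2 and ZEB1, repressors of CDH1, rose by 5.35 and 2.89, the former from a level near background. COL6A1, a chain of collagen VI, rose by 4.24 ± 0.39 (adjusted p = 1.23e-05).

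Among the mesenchymal and fibroblast genes 13 of 25 rose, none fell and 12 did not pass (16 higher and 1 lower adjusted over the list alone). The median was 1.78, with COL6A1, COL6A3 (3.57), S100A4 (3.27) and ZEB1 as examples. Camera called the list higher (adjusted p = 5.02e-08, and adjusted p = 0.125 with an estimated correlation), the direction of its calls in MCF10A-CT and MC26, where the medians were 0.24 and -0.009. Among the luminal genes 6 of 22 fell and 3 rose (7 lower and 3 higher adjusted over the list alone). CDH1, ESRP1 and EPCAM fell, while EHF, an epithelial transcription factor, rose by 2.97. Camera did not call that list (adjusted p = 0.0749), whose median was -0.020 and whose mean was -0.49. Among basal and myoepithelial genes 3 of 19 fell and 2 rose (5 lower and 2 higher adjusted over the list alone). The integrin ITGA6 fell by 2.28 and P-cadherin, CDH3, fell by 1.69, while the contractile genes MYLK and TPM2 rose by 2.18 and 1.07. Of the keratinocyte differentiation genes 3 of 21 fell and none rose (4 lower adjusted over the list alone). The desmosomal cadherins DSG3 and DSC2 fell by 1.96 and 1.19, and the protease inhibitor CSTA fell by 1.19.

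**Figure D2:**
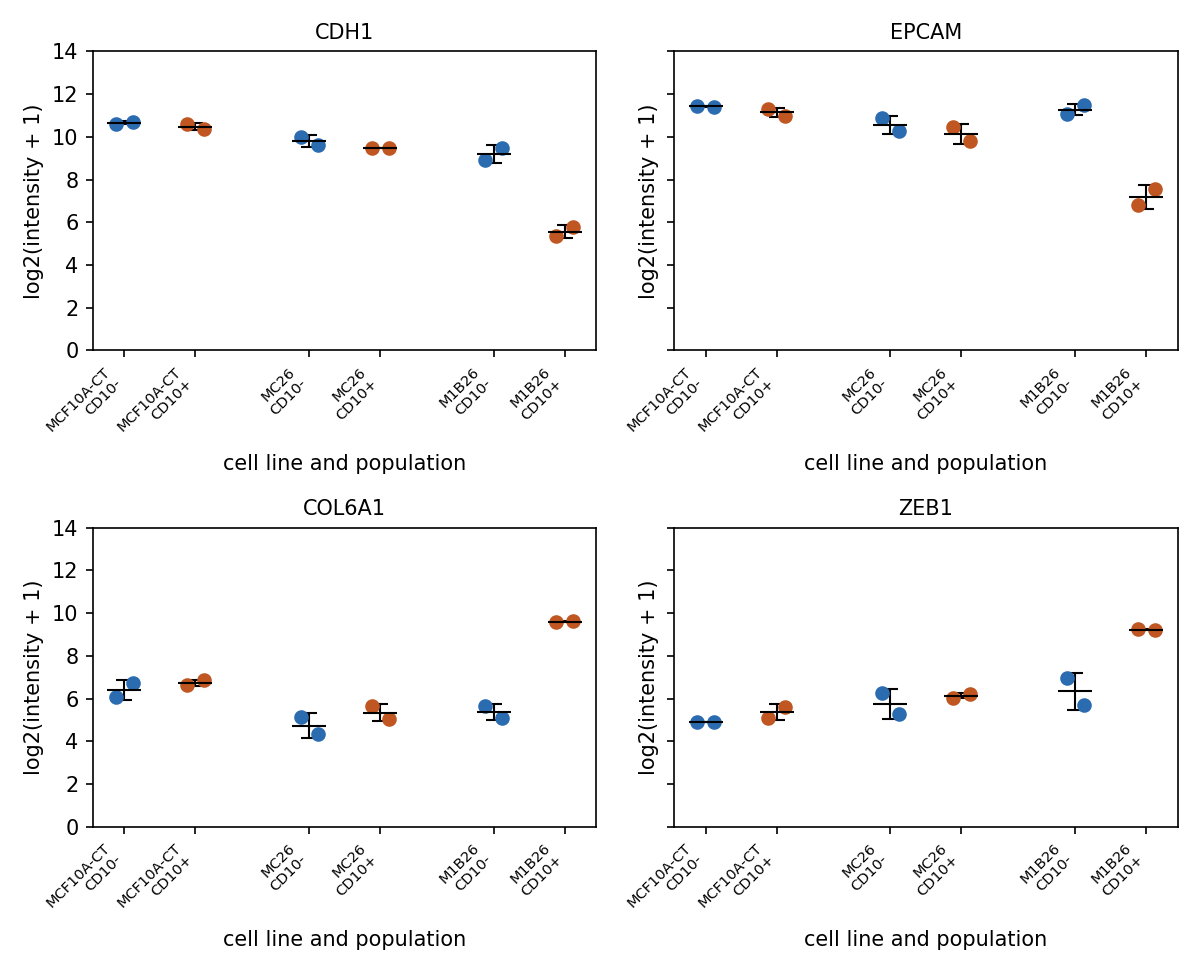
CDH1, EPCAM, ZEB1 and COL6A1 intensity plus 1 on log2 axes in the groups shown, with 1 point per array and a dash with bars for the mean ± SD (n = 2). CD10+ M1B26 cells are lower in CDH1 (by 3.64) and EPCAM (by 4.09) and higher in ZEB1 (by 2.89) and COL6A1 (by 4.24) than CD10- M1B26 cells.

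Genes of cytokine responses and of hypoxia also rose in CD10+ M1B26 cells. Of the TNF and NF-kB response genes 7 of 34 rose and 2 fell (11 and 2 adjusted over the list alone), with the chemokine CXCL3 (3.58), TNFAIP6 (4.51) and KYNU (1.10) higher and GCH1 (-1.60) lower. Of the IL6 and STAT3 response genes 5 of 25 rose and 1 fell (8 and 1 adjusted over the list alone), with the acute-phase genes SERPINA3 (4.82), C3 (2.27) and CFB (1.77) higher and the receptor IL6R (-1.75) lower. Of the hypoxia and glycolysis genes 4 of 33 rose and none fell (9 adjusted over the list alone), namely BNIP3L (1.81), PFKFB4 (1.64), ALDOC (1.66) and P4HA2 (1.22). Camera called all 3 lists higher (adjusted p = 0.0147, 0.0366 and 0.0242, and adjusted p = 0.811, 0.715 and 0.715 with an estimated correlation). Hypoxia genes had the opposite direction in MCF10A-CT, where they were called lower (median -0.126 against -0.045 for all genes). That call did not hold with an estimated correlation. The other 2 lists were called in neither MCF10A-CT nor MC26. Interferon response genes had 4 of 60 higher and none lower (7 and 2 adjusted over the list alone), the class I genes HLA-B (0.97), HLA-C (0.80) and HLA-F (0.90) and IFI6 (1.33), without a call for the list (adjusted p = 0.15).

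ENI10 in M1B26 was carried by its members outside cell division, of which 32 of 96 rose and 1 fell (49 and 2 adjusted over the list alone, median 0.94). They were led by the monooxygenase CYP1B1 (3.27 ± 0.27, adjusted p = 4.73e-06), the collagen COL12A1 (3.10), MLPH (2.20) and GALNT15 (5.36). Camera called this part higher (adjusted p = 4.7e-13, and adjusted p = 0.125 with an estimated correlation). In ENI10-GO none of 49 passed (median -0.077), and the 45 G1-S genes had a median of -0.36 with 0 passing (called lower, adjusted p = 0.00317, and adjusted p = 0.884 with an estimated correlation).

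Of the 791 genes in M1B26, 458 were higher in CD10+ cells and 333 lower, and 376 and 277 of these differed by at least 2-fold. The 10 largest increases were the formyl peptide receptor FPR1 (6.06 ± 0.79, adjusted p = 2.02e-04), CADM3, PTGFR, CLIC3, GALNT15, ZEB2, PAPPA, MME, PRR16 and the decoy receptor IL1R2 (5.12). CADM3 and PAPPA were read by probe sets that may bind related transcripts. The 10 largest decreases were TNNI2 (-4.58), P2RY2, HS3ST1, LINC01503, EPCAM, MAL2, CDH1, the membrane protease ST14, CBLC and FAM83B (-3.48). TNNI2, P2RY2, HS3ST1 and CBLC in CD10+ cells and CLIC3, PTGFR, ZEB2 and MYLK in CD10- cells lay near background, so their sizes and order are uncertain. Each of 3 arrays weighed on the count, which was 383 without CD10- replicate 2, 369 without CD10+ replicate 1 and 379 without CD10+ replicate 2. The split was 456 higher and 475 lower after quantile normalization and 443 and 533 with arrays centred on their tested genes, and the paired block on the sorted arrays alone gave 2564 genes. A fit on the sorted M1B26 arrays only gave 1389, and the unmoderated test gave 0 after adjustment and 1764 at an unadjusted p under 0.05.

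Averaged over the 3 lines, 57 genes were higher and 82 lower in CD10+ cells. The balance depended on the processing. It was 92 higher and 82 lower with a pseudocount of 16, and 73 and 78 after quantile normalization. CDH1 fell by 1.37 ± 0.14 (adjusted p = 2.13e-04), and the growth factor TGFB2 rose by 1.98 ± 0.25 (adjusted p = 0.00116). Only genes whose arrays stood apart in every line were ranked. Among them, with MME and TGFB2, the largest increases were CSGALNACT1 (1.84), EHF (1.60), PDZK1IP1 (1.25), the complement factor CFB (1.16), STRA6 (0.85) and SMIM14 (0.69). The largest decreases were LINC01503 (-1.80), CDH1, the giant cadherin FAT2 (-1.26), MAP7 (-1.07), the polarity gene CRB3 (-0.90), CDS1 (-0.87), MYO5B (-0.77, with another probe set of opposite sign), the junction protein plakoglobin, JUP (-0.69), the amino acid transporter SLC7A5 (-0.67) and KIAA1671 (-0.56).

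In this average, 19 of the 96 genes of ENI10 outside cell division rose and none fell (38 adjusted over the list alone, median 0.47), among them IL1R2 (2.81), IL1RL1 (2.52) and COL12A1 (1.24). Camera called them higher (adjusted p = 1.55e-29, and adjusted p = 0.0166 with an estimated correlation). The list was chosen on 4 of these 12 arrays, so this too is not independent evidence. Of the mesenchymal genes 4 of 25 rose (12 adjusted over the list alone, median 0.60), the collagen COL6A1 (1.74), the proteoglycan DCN (2.61), ZEB1 (1.25) and S100A4 (1.24), with an adjusted p of 7.69e-11 and an adjusted p of 0.0554 with an estimated correlation. These counts lean on M1B26. Omitting its 4 sorted arrays left 0 genes in limma's test, and omitting the 4 sorted MCF10A-CT arrays gave 337, both runs chosen after seeing the data. The count of 139 was 281 with the line-by-replicate pairing as a block and 1118 with that block on the sorted arrays alone. It was 90 without MC26 CD10- replicate 1, 83 without MC26 CD10+ replicate 2, 71 without M1B26 CD10- replicate 2, 81 without M1B26 CD10+ replicate 1 and 78 without M1B26 CD10+ replicate 2.

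The CD10 difference itself was tested between lines. It differed between M1B26 and MCF10A-CT in 168 genes, 81 higher and 87 lower, with the transcription factors GLIS1 (5.39) and ZEB2 (5.20), PRR16, FPR1 and CADM3 largest on the higher side and the troponin TNNI2 (-4.41), HS3ST1, P2RY2, EPCAM (-3.81) and MIR205 on the lower side. Mesenchymal genes had 5 of 25 members with a larger CD10 difference in M1B26 (12 larger and 1 smaller adjusted over the list alone, median 1.79, adjusted p = 7.55e-06, and adjusted p = 0.402 with an estimated correlation). G2-M genes had a smaller CD10 difference than in MCF10A-CT both in MC26 (median -0.56, adjusted p = 2.23e-17) and in M1B26 (median -0.47, adjusted p = 4.78e-06), calls not held with an estimated correlation (adjusted p = 0.505 and 0.715) and with 0 genes passing. Part of this may be built in, as many G2-M genes belong to ENI10, chosen as higher in CD10+ cells on these MCF10A-CT arrays. The 26 G2-M genes outside ENI10 had CD10 medians of 0.22 in MCF10A-CT, -0.139 in MC26 and -0.137 in M1B26. For MME the difference between M1B26 and MCF10A-CT was 2.88 ± 0.90 (adjusted p = 0.17). BMPR1B, ID1 and SOCS3 did not pass between CD10+ and CD10- cells of MCF10A-CT, MC26 or M1B26. In that order BMPR1B differed by -0.21, -0.076 and -0.43, ID1 by 0.40, -0.061 and 0.15, and SOCS3 by -0.58, -0.17 and -1.59.

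Between MC26 and MCF10A-CT, limma found 0 genes with a different CD10 difference, and 83 at an unadjusted p under 0.05. The unmoderated test was not run on differences of differences. The 5 genes with the smallest p each way, none passing, were TFAP4, C2orf81, CLDN15, SMIM22 and MAPK3, and IGHM, SFTPB, LOC220077, APOM and RPL13AP17. The count of 168 for M1B26 was 314 with the line-by-replicate pairing as a block (166 higher and 148 lower), and on the sorted arrays alone that block gave 1404 for M1B26 and 16 for MC26. With quantile normalization 68 were higher and 110 lower. The count was 111 without MCF10A-CT CD10- replicate 2, 98 without MCF10A-CT CD10+ replicate 2, 74 without M1B26 CD10- replicate 2, 69 without M1B26 CD10+ replicate 1 and 76 without M1B26 CD10+ replicate 2.

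Unsorted MC26 cells differed from unsorted MCF10A-CT cells in 39 genes, 24 higher and 15 lower. SOCS3, the feedback inhibitor of IL6 signalling, rose by 5.46 ± 0.70 (adjusted p = 0.00136), and the actin-bundling protein LCP1 rose by 3.54 ± 0.24 (adjusted p = 1.97e-06). SOCS3 was near the floor in unsorted MCF10A-CT cells (intensities 14.2 and 0.81), against 188 and 280 in MC26. Epidermal genes rose with them, as 5 of 21 keratinocyte differentiation genes were higher and none lower (7 adjusted over the list alone, median 1.09). These were the protease inhibitors SERPINB3 (4.71) and SERPINB4 (4.63) and the calprotectin subunits S100A8 (2.30 ± 0.27, adjusted p = 5.11e-04) and S100A9 (2.26) among others. Camera called that list higher (adjusted p = 7.3e-10, and adjusted p = 0.0745 with an estimated correlation). Its mean was 1.169 on MC26 replicate 2 and 0.031 on replicate 1, against -0.684 and -0.536 in MCF10A-CT. The size of the rise thus leans on replicate 2, though both MC26 arrays lay above both controls. BMP pathway genes had 19 of 26 members above 0 (median 0.35, adjusted p = 0.0068, and adjusted p = 0.745 with an estimated correlation), with 0 passing over all genes and 2 adjusted over the list alone. Replicate 2 carried this, with a list mean of 0.46 against -0.28 on replicate 1 and -0.32 and -0.45 in MCF10A-CT.

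The other genes with the largest increases in unsorted MC26 were SAMSN1 (4.87), CNRIP1, the estradiol dehydrogenase HSD17B2 (3.86), the complement regulator CFI, the basal keratin KRT14 (3.24) and NRCAM (2.77). The largest decreases were the aldehyde dehydrogenase ALDH3A1 (-3.65), AUTS2, UGT8, P3H2, ST3GAL5, GATM, S100A4 (-2.05), AAAS, CASTOR2 and GPM6B (-1.84). Sizes are uncertain for SAMSN1, CNRIP1, SERPINB4 and SOCS3, near background in MCF10A-CT, and for AAAS, AUTS2 and GATM, near background in MC26. G2-M genes were called lower (median -0.25, adjusted p = 1.34e-04, and adjusted p = 0.888 with an estimated correlation). This rests on replicate 1 (mean -0.26), since replicate 2 (0.61) lay above both MCF10A-CT arrays (0.35 and 0.53). The count was 16 without MCF10A-CT unsorted replicate 2 and 149 without MC26 unsorted replicate 1, an array that together with M1B26 unsorted replicate 1 had high integrated stress response genes (means 1.09 and 1.01). Omitting both, chosen after seeing the data, gave 153. A fit on the groups compared alone gave 13.

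Unsorted M1B26 cells differed from unsorted MCF10A-CT cells in 82 genes, 66 higher and 16 lower. The largest increase was SAMSN1, an adaptor protein of leukocyte signalling, by 8.48 ± 0.55 (adjusted p = 4.26e-07). IL1RL1, the receptor of interleukin-33, rose by 5.81 (adjusted p = 8.1e-05), SOCS3 by 5.40 (adjusted p = 0.00136, another probe set had the opposite sign) and ID1, a target of BMP signalling, by 1.51 ± 0.31 (adjusted p = 0.0381). The other largest increases were FMN2 (5.62), CNRIP1, RHOH, SERPINB4, SERPINB3, IL1R2 and the proteoglycan SRGN (4.35). The largest decreases were SHISAL1 (-3.47), ADD2, ALDH3A1 (-2.71), TRIM46, P3H2, GATM, GPM6B, TFCP2L1, TMEM161B-DT and the cyclooxygenase PTGS1 (-1.70). SAMSN1, IL1RL1, SOCS3, MME, FMN2, CNRIP1, RHOH and SERPINB4 in MCF10A-CT and SHISAL1, ADD2, TRIM46 and GATM in M1B26 lay near background, so their sizes and order are uncertain. BMPR1B, on which M1B26 had been selected, differed by -0.015, and in MC26 by 0.26, and neither passed.

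Among the gene groups of unsorted M1B26 against MCF10A-CT, ENI10 outside cell division had 14 of 96 members higher and none lower (28 and 2 adjusted over the list alone, median 0.30), MME, IL1RL1 and IL1R2 among them. TNF and NF-kB response genes had 1 of 34 higher, the chemokine CXCL3 (2.90 ± 0.58, adjusted p = 0.0271), or 11 adjusted over the list alone (median 0.44). Mesenchymal genes had 2 of 25 higher, DCN (3.72) and fibronectin, FN1 (3.69, a probe set that may bind related transcripts), or 5 higher and 1 lower adjusted over the list alone (median 0.55). Keratinocyte differentiation genes had 4 of 21 higher, or 5 adjusted over the list alone (median 0.21), and BMP pathway genes had 2 of 26 higher, ID1 and the follistatin-like gene FSTL1 (1.44), without a call for the list. Camera called the first 4 lists higher (adjusted p = 3.38e-09, 2.96e-08, 0.00136 and 7.28e-04, and adjusted p = 0.314, 0.314, 0.346 and 0.314 with an estimated correlation). IL6 and STAT3 response genes were called higher as well (21 of 25 above 0, median 0.30, adjusted p = 0.00136, and adjusted p = 0.328 with an estimated correlation), with SOCS3 the only one to pass, or 2 adjusted over the list alone. So were basal and myoepithelial genes (median 0.33, adjusted p = 0.00685, and adjusted p = 0.391 with an estimated correlation), while luminal genes were called lower (median -0.16, adjusted p = 0.0355, and adjusted p = 0.314 with an estimated correlation), with 0 passing in either list and 1 basal gene adjusted over the list alone. G2-M genes (median -0.28) and G1-S genes (0 of 45 above 0, median -0.50) were called lower (adjusted p = 1.01e-05 and 2.42e-07, and adjusted p = 0.612 for both with an estimated correlation). Both calls rest on replicate 1 (means -0.13 and -0.58), since replicate 2 (0.44 and 0.41) lay within the range of the MCF10A-CT arrays.

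The study asks which pathways set the transformed lines apart, and interferon, TNF and oxidative phosphorylation sets are among those it names. It used GSEA with hallmark gene sets, and it lists RNA sequencing data for the unsorted lines. The gene lists and method here differ from those, and the data may too, so the values below do not repeat its test. Interferon response genes were called higher in unsorted M1B26 (44 of 60 above 0, median 0.25, adjusted p = 0.00469, and adjusted p = 0.527 with an estimated correlation) and in unsorted MC26 (40 of 60 above 0, median 0.11, adjusted p = 0.0266, and adjusted p = 0.888 with an estimated correlation). Oxidative phosphorylation genes were called in neither line (medians of -0.024 and -0.035, adjusted p = 0.526 and 0.149), and TNF and NF-kB response genes were not called in MC26 (median 0.16, adjusted p = 0.329). Of the genes of these 3 lists, CXCL3 in M1B26 was the only one to pass in either line over all genes, and 0 of the interferon and oxidative phosphorylation genes passed adjusted over the list alone.

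The count of 82 was 20 without MCF10A-CT unsorted replicate 2, 30 without M1B26 unsorted replicate 1 and 38 without M1B26 unsorted replicate 2. Omitting the MC26 and M1B26 arrays numbered 1 gave 48, the filter at the upper quartile 42 and a fit on the groups compared alone 142. In all, 20 genes were higher in both unsorted lines and 5 lower. Independent lists would share 0.13 and 0.020 genes, and simulated unchanged lines against these controls shared a mean of 0. Across genes, which are not independent replicates, the differences of the 2 lines had a correlation of 0.623 against a simulated 0.499 and a covariance of 0.152 against 0.071. The 2 control arrays cannot be split, so part of the overlap may come from them.

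Unsorted M1B26 and MC26 cells differed in 12 genes. Of these 9 were higher in M1B26: IL1RL1 (5.09 ± 0.56, adjusted p = 0.0018), SRGN (4.28), IL1R2 (3.63), SAMSN1 (3.61), KIR2DL5A (3.45, a probe set that may bind related genes), AAAS (2.79), the signalling ligand WNT5A (2.78), UGT8 (2.00) and the collagen COL8A1 (1.78). SHISAL1 (-3.90), ADD2 (-2.91) and TRIM46 (-2.47) were lower, and AP1M2 (-1.31) and HERC5 (-1.23) followed without passing. SHISAL1, ADD2 and TRIM46 in M1B26 and AAAS in MC26 lay near background. TNF and NF-kB response genes were called higher in M1B26 (median 0.47, adjusted p = 7.14e-08, and adjusted p = 0.319 with an estimated correlation), with 0 passing and 6 adjusted over the list alone. So were mesenchymal genes (median 0.44, adjusted p = 5e-05, and adjusted p = 0.319 with an estimated correlation), with 0 passing and 4 adjusted over the list alone. Keratinocyte differentiation genes were called lower (median -0.40, adjusted p = 8.7e-04, and adjusted p = 0.319 with an estimated correlation). The arrays overlapped in these last 2 lists. For mesenchymal genes MC26 replicate 1 (-0.81) stood apart and replicate 2 (0.20) lay between the M1B26 arrays (0.43 and 0.088), and for keratinocyte genes MC26 replicate 2 (1.17) stood apart and replicate 1 (0.031) lay between them (0.13 and -0.23). The count was 46 without MC26 unsorted replicate 1, 19 without MC26 unsorted replicate 2, 4 without M1B26 unsorted replicate 1 and 4 without M1B26 unsorted replicate 2. It was 6 with the filter at the upper quartile, 7 without an intensity trend and 2 in a fit on these groups alone.

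Among sorted cells, the lines differed in cell-division genes, which were low on the 4 sorted MCF10A-CT arrays. In CD10- cells, 53 of 57 G2-M genes were higher in MC26 than in MCF10A-CT and none lower (56 adjusted over the list alone, median 1.84), such as the spindle genes HMMR (2.42 ± 0.27, adjusted p = 2.47e-04) and NUF2 (2.15), the phosphatase CDC25C (2.08) and CKS1B (1.5). There 44 of 45 G1-S genes were higher (44 adjusted over the list alone, median 2.32), such as the replication genes CDC45 (4.30), CDC6 (3.60), TYMS (2.56) and RFC2 (2.32). CD10- M1B26 cells gave 56 of 57 and 44 of 45 (57 and 45 adjusted over the list alone, medians 1.82 and 2.33). In CD10+ cells, 40 of 57 G2-M genes were higher in MC26 (52 adjusted over the list alone, median 1.24) and 50 in M1B26 (54 adjusted over the list alone, median 1.31). Camera called G2-M genes higher in all 4 comparisons (adjusted p = 8.67e-27, 3.54e-21, 4.31e-20 and 1.15e-11), and none of these calls held with an estimated correlation (adjusted p = 0.273, 0.445, 0.403 and 0.497).

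**Figure D3:**
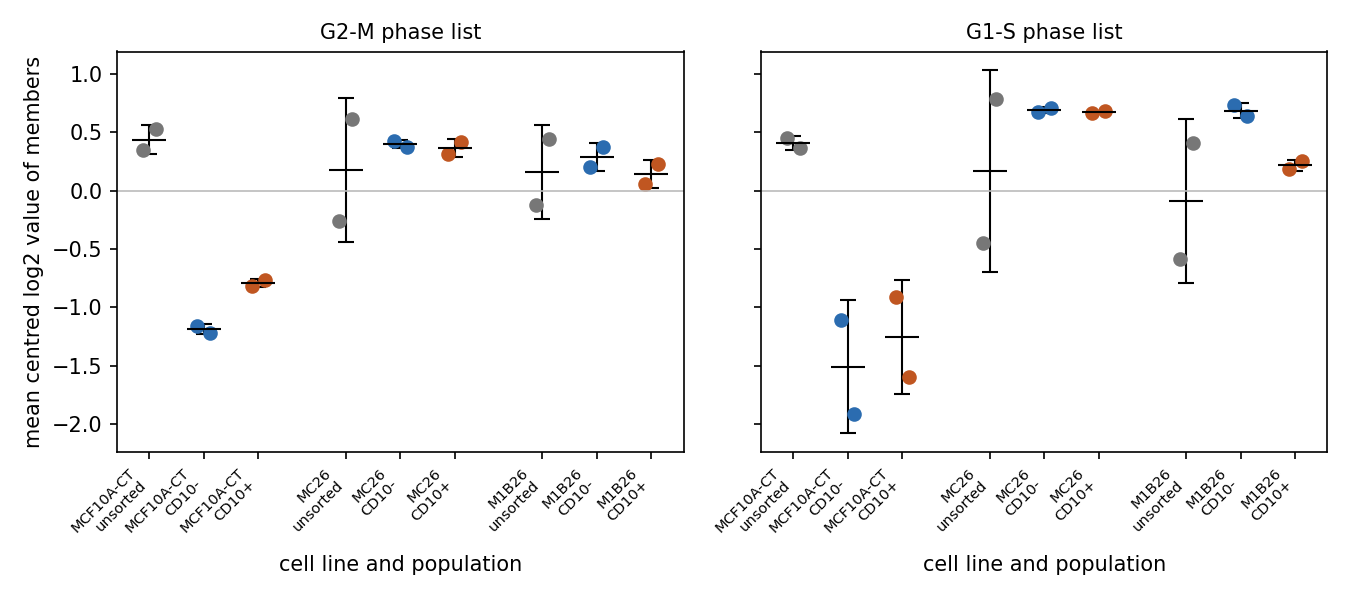
Mean log2 value of the 57 G2-M and 45 G1-S genes on each array, relative to each gene's mean over all arrays, in the 9 groups, with 1 point per array and a dash with bars for the mean ± SD (n = 2). The 4 sorted MCF10A-CT arrays lie lowest for G2-M genes, between -0.77 and -1.22.

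Other groups were lower in sorted cells of the derived lines than in sorted MCF10A-CT cells. The glycoprotein CHI3L1 fell in CD10- and CD10+ MC26 cells (-7.82 ± 0.91 and -7.04) and in CD10- M1B26 cells (-6.27), and the acute-phase gene SERPINA3 fell by 5.20 ± 0.51 in CD10- MC26 cells (adjusted p = 1.47e-04). Of the IL6 and STAT3 response genes 9 of 25 fell in CD10- MC26 cells and none rose (9 lower adjusted over the list alone, median -0.66), with SERPINA3, the transcription factor CEBPD (-1.32) and the receptors LIFR (-1.96) and IL6R (-1.49). Of this list 7 fell and 2 rose in CD10- M1B26 cells (9 and 2 adjusted over the list alone, median -0.53). Of the luminal genes 5 of 22 fell in CD10- MC26 cells, among them the tight junction claudin CLDN7 (-1.95), ERBB3 (-1.54), ELF3 (-2.80) and CDH1 (-0.87), and 7 in CD10- M1B26 cells (6 and 7 adjusted over the list alone, medians -0.65 and -0.25). Camera called these lists lower (adjusted p = 1.64e-04 and 6.25e-05 for IL6 and STAT3, adjusted p = 0.00328 and 8.31e-04 for luminal). These calls did not hold with an estimated correlation (adjusted p = 0.273, 0.372, 0.263 and 0.141). All of these comparisons use the sorted MCF10A-CT arrays, which stood apart in cell-division genes. These arrays were raised in luminal genes too (list means of 0.457 to 0.773, against 0.103 and 0.226 on the unsorted MCF10A-CT arrays). They were also raised in IL6 and STAT3 response genes (list means of 0.46 to 0.86). Among unsorted cells the direction of the IL6 and STAT3 list was the opposite. Its means were lower on the MCF10A-CT arrays (-0.43 and -0.66) than on those of MC26 (-0.089 and -0.23) and M1B26 (0.24 and -0.20). For M1B26 the list was called higher there, a call not held with an estimated correlation.

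CD10+ M1B26 cells stood apart from CD10+ MCF10A-CT cells by mesenchymal genes higher and luminal genes lower, beside the difference in cell-division genes. The matrix protein POSTN rose by 7.64 ± 1.5 (adjusted p = 0.00267) and FN1 by 6.43 ± 0.77 (adjusted p = 5.91e-05), and 16 of 25 mesenchymal genes rose with none lower (16 adjusted over the list alone, median 1.51), among them COL6A3 (4.40), COL6A1 (2.86) and ZEB1 (3.86). CDH1 fell by 4.92 ± 0.24 (adjusted p = 2.49e-08), with ESRP1 (-4.40), ERBB3 (-3.99) and EPCAM (-3.96), as 6 of 22 luminal genes fell and 1 rose (6 and 2 adjusted over the list alone, median -0.47). The luminal call held with an estimated correlation (adjusted p = 1.79e-06, and adjusted p = 0.0175 with an estimated correlation), and the mesenchymal one did not (adjusted p = 0.00254, and adjusted p = 0.497 with an estimated correlation). Both sides add to the luminal difference. Its list means were -0.869 and -0.863 in CD10+ M1B26 and 0.558 and 0.773 in CD10+ MCF10A-CT cells, against 0.103 and 0.226 in unsorted MCF10A-CT cells. Of the hypoxia and glycolysis genes 15 of 33 rose and 1 fell (19 and 1 adjusted over the list alone, median 0.72), with the glycolytic enzyme PKM (2.39) and the oxygen sensor EGLN3 (2.44) as examples (adjusted p = 0.00586, and adjusted p = 0.497 with an estimated correlation).

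In numbers, MC26 and M1B26 differed from MCF10A-CT in 2431 genes (1635 higher) and 3218 genes (2407 higher) among CD10- cells, and in 1639 genes (973 higher) and 3219 genes (2571 higher) among CD10+ cells. The median of all genes was itself shifted, by 0.13 and 0.23 in CD10- cells and by 0.31 in CD10+ M1B26 cells. With quantile normalization the splits became 1364 higher and 1368 lower, 1565 and 1463, 1037 and 1123, and 1046 and 1288. With arrays centred on their tested genes they were 1484 and 1311, 1641 and 1476, 1159 and 930, and 1028 and 1240. A fit on the compared groups alone gave 988 and 1746 genes in CD10- cells. In CD10- cells the largest increases were SCEL, MCM10, CDC45, TMPO-AS1 and FAM111B in MC26 and GCNT2 (6.11 ± 0.67, adjusted p = 1.38e-04), SAMSN1, PRSS23, KIR2DL5A and SCEL in M1B26. After CHI3L1 the largest decreases were SERPINA3, ENTPD2, LEMD1 and LAPTM5 in MC26 and the water channel AQP3 (-4.93), SCNN1G, TMEM61 and LEMD1 in M1B26. In CD10+ cells they were TMPO-AS1, FAM111B, TEDC2, CCNE2 and CDC25A against IGFBP2, LAPTM5, SERPINA3 and ENTPD2 in MC26, and POSTN, KIR2DL5A, FN1, FMN2 and CADM3 against TNNI2 (-6.57), AQP3, FXYD3, ENTPD2 and MIR200CHG in M1B26. Near background on the lower side, so of uncertain size and order, were CHI3L1, ENTPD2, LEMD1, SCEL and TMPO-AS1 for CD10- MC26, CHI3L1, GCNT2, KIR2DL5A, LEMD1, PRSS23, SCEL and TMEM61 for CD10- M1B26, CHI3L1, ENTPD2, IGFBP2, TEDC2 and TMPO-AS1 for CD10+ MC26, and ENTPD2, ERBB3, FMN2, KIR2DL5A, MIR200CHG, POSTN and TNNI2 for CD10+ M1B26. ID1 was higher in CD10- MC26 (1.46, adjusted p = 0.00585), CD10- M1B26 (1.06, adjusted p = 0.0232) and CD10+ MC26 cells (1.00, adjusted p = 0.047), and SOCS3 was higher in CD10- M1B26 cells (2.07, adjusted p = 0.0396).

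Single arrays moved these 4 counts. For CD10- cells the count for MC26 was 545 without MCF10A-CT replicate 2, 718 without MC26 replicate 1 and 1058 without MC26 replicate 2, and that for M1B26 was 1024 without MCF10A-CT replicate 2 and 1361 without M1B26 replicate 1. For CD10+ cells the count for MC26 was 234 without MCF10A-CT replicate 2, 545 without MC26 replicate 1 and 406 without MC26 replicate 2, and that for M1B26 was 910 without MCF10A-CT replicate 2, 1570 without M1B26 replicate 1 and 934 without M1B26 replicate 2.

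Sorted cells differed from unsorted cells, averaged over the lines, in 1856 genes, 829 higher and 1027 lower, of which 165 and 78 differed by at least 2-fold. Omitting the 4 sorted MCF10A-CT arrays, a run chosen after seeing the data, gave 721 higher and 574 lower. The excess of lower genes thus did not hold without those arrays. The lysosomal protease CTSZ rose by 1.95 ± 0.11 (adjusted p = 1.26e-07) and the transcription factor TAL1 by 2.70 ± 0.23 (adjusted p = 1.06e-05), followed by LINC02481, HINT3 (with 1 of 2 other probe sets of opposite sign) and the kinase inhibitor CDKN2D (1.83). The cystine transporter SLC7A11 fell by 1.66 ± 0.16 (adjusted p = 2.38e-05). EBLN2, MIRLET7D, THUMPD3-AS1 and LINC00342 were the other largest decreases among genes whose arrays stood apart in every line. BMPR1B fell by 0.65 ± 0.13 (adjusted p = 0.00522; 1 of 2 other probe sets had the opposite sign). TNF and NF-kB response genes had 10 of 34 higher and none lower (14 and 1 adjusted over the list alone, median 0.36), with NFKB2 (1.67), TNFAIP3 (0.94), CXCL3 (1.58) and CXCL8 (1.52). Hypoxia and glycolysis genes had 8 of 33 higher and none lower (12 and 2 adjusted over the list alone, median 0.25), with PKM (1.36), BNIP3L (0.94), BNIP3 (0.65) and GPI (0.59). Camera called both lists higher (adjusted p = 3.75e-06 and 8.35e-05, and adjusted p = 0.614 for both with an estimated correlation). By line, the list mean of TNF and NF-kB genes differed by 0.83 in MCF10A-CT, 0.56 in MC26 and -0.027 in M1B26, and that of hypoxia genes by 0.48, 0.24 and 0.43.

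Integrated stress response genes had 5 of 27 lower in sorted cells and none higher (10 lower and 1 higher adjusted over the list alone, median -0.34), with SLC7A11, ATF3 (-1.51), SLC7A5 (-0.92) and the serine synthesis enzyme PSAT1 (-0.84), and were called lower (adjusted p = 0.0039, and adjusted p = 0.786 with an estimated correlation). The call rests on the MC26 and M1B26 unsorted arrays numbered 1 (means 1.09 and 1.01), as the other unsorted arrays (-0.36 to 0.26) lay within the range of the sorted ones (-0.60 to 0.52). G2-M genes had 26 of 57 lower and 1 higher (33 and 1 adjusted over the list alone, median -0.42, adjusted p = 5.42e-10, and adjusted p = 0.71 with an estimated correlation). Within lines their median was -1.64 in MCF10A-CT, 0.077 in MC26 and 0.18 in M1B26. The 3' to 5' signal ratio of ACTB was 1.56 to 2.14 on unsorted and 1.11 to 1.34 on sorted arrays, while that of GAPDH overlapped (0.946 to 1.10 and 0.930 to 1.06). The count was 1227 without MCF10A-CT unsorted replicate 1 and 1057 without M1B26 unsorted replicate 2.

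The ENI10 score was higher in CD10+ than in CD10- cells by 612 on average over the lines (exact permutation p = 0.009259, the smallest possible). Group means of CD10- and CD10+ cells were 458 ± 128 and 1382 ± 54.1 in MCF10A-CT, 1795 ± 154 and 1953 ± 40.8 in MC26, and 1735 ± 55 and 2489 ± 8.8 in M1B26. M1B26 scored above MCF10A-CT by 904 over the 3 populations (exact permutation p = 0.009259), and MC26 lay between them, 609 above MCF10A-CT (exact permutation p = 0.0741) and 295 below M1B26 (exact permutation p = 0.12). With labels permuted only within replicate numbers, the exact permutation p was 0.03125 for the CD10 difference and for M1B26 against MCF10A-CT. That is the smallest p those 64 relabelings can give. For MC26 that permutation gave p = 0.125 against MCF10A-CT and p = 0.156 against M1B26. The list was chosen on the 4 sorted MCF10A-CT arrays. Without them the CD10 difference was 456 (exact permutation p = 0.0556, the smallest possible), that between M1B26 and MCF10A-CT was 327 (exact permutation p = 0.333, the smallest possible) and that between MC26 and MCF10A-CT was -80.6. Unsorted cells scored 1704 ± 91.3, 1623 ± 696 and 2030 ± 204 in MCF10A-CT, MC26 and M1B26.

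Scored on its members outside cell division, ENI10 was higher in CD10+ cells by 870 and in M1B26 than in MCF10A-CT by 618 (exact permutation p = 0.009259 for both), with MC26 at -15.3 from MCF10A-CT (exact permutation p = 0.963) and M1B26 above MC26 by 633 (exact permutation p = 0.0278). Scored on ENI10-GO alone, the CD10 difference was 266 (exact permutation p = 0.287), while MC26 and M1B26 lay 1605 and 1401 above MCF10A-CT (exact permutation p = 0.037 and 0.0463). That comes from the low sorted MCF10A-CT arrays. Without them, a run chosen after seeing the data, the ENI10-GO score differed from MCF10A-CT by -564 in MC26 and -500 in M1B26 (exact permutation p = 1 and 0.667) and by -109 between CD10+ and CD10- cells (exact permutation p = 0.333), while the score outside cell division differed by 269 and 922 (exact permutation p = 0.667 and 0.333, where 0.333 is the smallest possible) and by 865 (exact permutation p = 0.0556, the smallest possible). Without MC26 unsorted replicate 1 the full score of MC26 was 773 above MCF10A-CT (exact permutation p = 0.009259, the smallest possible), and without MC26 unsorted replicate 2 M1B26 was 459 above MC26 (exact permutation p = 0.037).

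**Figure D4:**
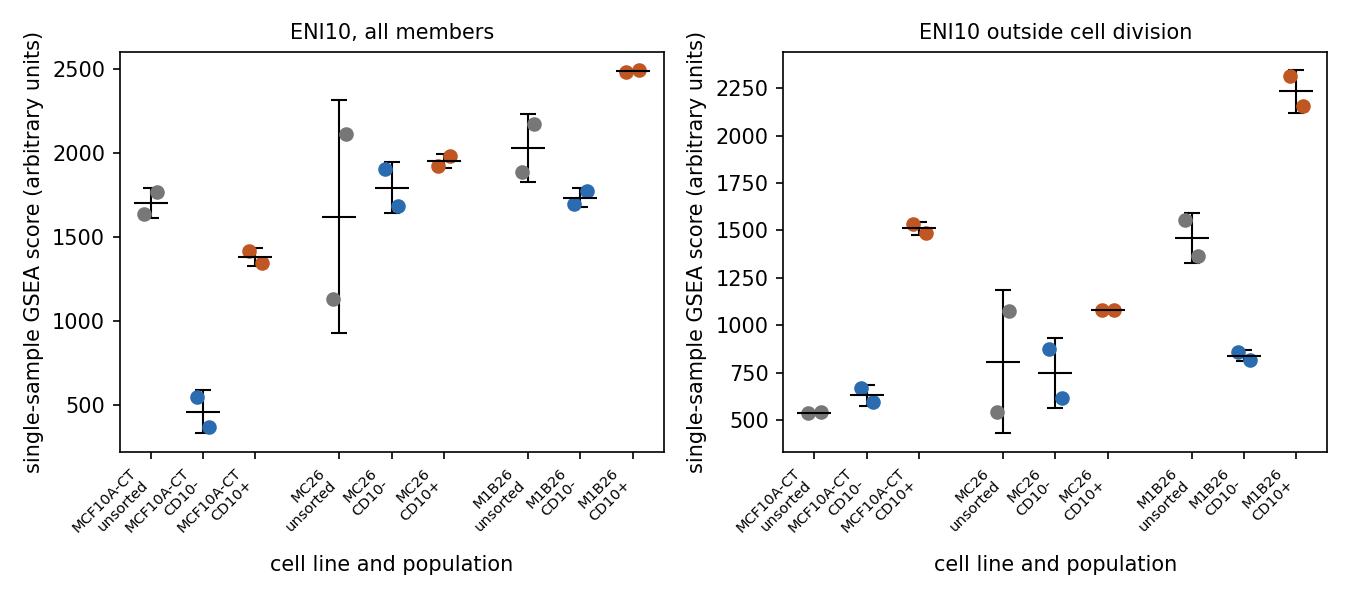
ENI10 single-sample enrichment score (arbitrary units) in the 9 groups, with 1 point per array and a dash with bars for the mean ± SD (n = 2). CD10- MCF10A-CT cells lie lowest (458 ± 128) and CD10+ M1B26 cells highest (2489 ± 8.8).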

Values the study reported

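By flow cytometry, the study reported CD10+ cells to make up 5.9% of MCF10A-CT cells, 18.5% of MC26 cells and 51.6% of M1B26 cells. From the sorted MCF10A-CT cells it derived a signature of 159 genes with higher expression in CD10+ cells, which it named ENI10. Its flow cytometry found the CD10+ and CD10- fractions of MCF10A to hold G2-M cells in similar proportion.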

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

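Of the tests weighed here, only that of the list choice as the source of the ENI10 division difference was written before its result was seen; all other tests of explanations in this part were chosen after. The results below were taken up because the CD10 difference differed between lines in the test of that difference itself.

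The CD10 difference was larger or smaller in M1B26 than in MCF10A-CT for 168 genes. The named ones were GLIS1 (5.39), PRR16 (5.33), ZEB2 (5.20), FPR1 (4.84) and CADM3 (4.77) on the higher side and TNNI2 (-4.41), HS3ST1 (-4.38), P2RY2 (-4.17), EPCAM (-3.81) and MIR205 (-3.66) on the lower side. For ENI10-GO the median of the difference between lines was -0.66 in MC26 and -0.58 in M1B26, for G2-M genes -0.56 and -0.47, and for ENI10 outside cell division -0.31 in MC26 and 0.47 in M1B26. For mesenchymal genes it was 1.79 in M1B26, and for luminal genes 0.037, where the mean was -0.53 and the list was called lower. All of these list calls were lost with an estimated correlation. ENI10, which holds many of the G2-M genes, was chosen on the sorted MCF10A-CT arrays. A smaller CD10 difference of its genes in the other lines may thus be partly built in.

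The 4 sorted MCF10A-CT arrays were low in cell-division genes, while unsorted MCF10A-CT arrays were not. Scaling would have removed the difference, yet after quantile normalization the G2-M median for MC26 minus MCF10A-CT in CD10- cells was still 1.65. A line that divides less would be low unsorted too, where the G2-M median for MC26 minus MCF10A-CT was -0.25, and an effect of sorting in every line would have lowered MC26 and M1B26, where sorted minus unsorted was 0.077 and 0.18 against -1.64 in MCF10A-CT. The ACTB 3' to 5' ratio was raised on these arrays (1.23 to 1.34), with 7 of the 8 other sorted arrays under all 4. All 6 unsorted arrays had both a higher ratio (1.56 to 2.14) and higher G2-M genes. Sorted and unsorted arrays differ in this ratio as groups, so that comparison cannot decide on a trend among the sorted arrays. The GAPDH ratio showed no such rise, being above the median of the other sorted arrays on 2 of the 4. RNA degradation therefore stays open. So does the growth state of the MCF10A-CT cultures when they were sorted, such as their density, which the labels do not give and no test here reached. Line contrasts within sorted cells and the ENI10 score of MCF10A-CT both rest on these arrays.

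Within those arrays, the cell-division part of ENI10 was higher in CD10+ than in CD10- MCF10A-CT cells. The choice of single genes for the list on these arrays was not the whole cause. The 26 G2-M genes outside ENI10 had a median of 0.22 with 21 above 0, against -0.045 for all genes, and the replicate pairs gave 0.19 and 0.14. These genes were read on the same arrays, so they cannot tell whether cell-division genes shifted together by chance before the list was chosen. A CD10 difference shared by the 3 lines cannot be told apart from its absence, since the ENI10-GO median was -0.12 in MC26 and -0.077 in M1B26. Relative to all genes, which shifted between the arrays of a pair, the pairs gave -0.18 and 0.068 in MC26 and -0.14 and -0.037 in M1B26, against 0.48 and 0.63 in MCF10A-CT. What keeps it open is that each line has 2 pairs and that the list calls on the difference between lines were lost with an estimated correlation.

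CD10+ M1B26 cells had lower CDH1 and EPCAM and higher mesenchymal expression than CD10- M1B26 cells. The luminal list was not called, and the mesenchymal call was lost with an estimated correlation (adjusted p = 0.125). After quantile normalization the mesenchymal median was still 1.69, which argues against scaling. RNA of other cells diluting the epithelial RNA would lower keratins as it did CDH1 (-3.64), but 6 tested keratins had a median of -0.79. Fibroblasts among the sorted cells would bring their abundant collagens, which would rise at least as the mesenchymal list did (median 1.78). Each read against its own value in CD10- cells, 13 probe sets of COL1A1, COL1A2 and COL3A1 rose by a median of 0.48 and at most by 1.19. Most of them (11) lay under the filter's level in CD10- cells, but of 6 probe sets of DCN and FN1 as dim there, 5 rose by 2.58 or more. As a hypothesis found on these data, M1B26 may hold epithelial and partly mesenchymal cells that CD10 separates. The study states that M1B26 was expanded from selected soft-agar clones. Whether the epithelial and partly mesenchymal cells are such clones or states of 1 population was not tested, and the hypothesis itself was given no test here. Unsorted M1B26 cells gave small shares of CD10+ RNA, described below, under the percentage of CD10+ cells that the study reported. What this gap means for the hypothesis was not tested.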

How the results depend on the processing

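Chosen after seeing the data were the arrays centred on tested genes, the paired block on the sorted arrays alone, and the gene tests omitting sorted MCF10A-CT, sorted M1B26 or the unsorted MC26 and M1B26 arrays numbered 1; the other settings, with the score omitting sorted MCF10A-CT, were set beforehand. Of 618 named results past the threshold, 608 were kept with a pseudocount of 16, 586 with quantile normalization, 557 without a filter, 611 with the per-array maximum, 613 with the replicate block, 589 with centred arrays, 534 without a trend, 532 with only the compared groups and 10047 of 11124 when single arrays were left out. Of 470 in contrasts of 2 groups, the unmoderated test kept 342 unadjusted and 0 adjusted. The line-by-replicate block kept 214 of 214, on the sorted arrays alone 132 of 132, and the filter at the upper quartile 437 of 437. Omitting sorted M1B26 kept 0 of 34, omitting sorted MCF10A-CT 83 of 116 and omitting the arrays numbered 1 112 of 149. Except where a cause follows from fewer arrays or fewer genes tested, the cause of a move was not tested. Dim genes near the filter, where MAS5 intensities are noisiest, limit what 2 arrays per group can show.

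Leaving out single arrays gave these ranges of genes past the threshold: CD10 difference 0 to 8 in MCF10A-CT, 0 to 0 in MC26, 369 to 939 in M1B26 and 71 to 168 on average; difference from MCF10A-CT in that difference 0 to 0 for MC26 and 69 to 212 for M1B26; unsorted lines 16 to 149 (MC26 and MCF10A-CT), 20 to 96 (M1B26 and MCF10A-CT) and 4 to 46 (M1B26 and MC26); CD10- cells 545 to 3010 for MC26 and 1024 to 3450 for M1B26; CD10+ cells 234 to 2015 and 910 to 3583; sorted against unsorted 1057 to 2383. A lone array left in a group is assumed to vary like the other groups. The score ranges were 576 to 648 for CD10, 856 to 952 for M1B26 and MCF10A-CT, 445 to 773 for MC26 and MCF10A-CT and 131 to 459 for M1B26 and MC26. BMPR1B in unsorted M1B26 against MCF10A-CT, -0.02 with all arrays and never past the threshold, ranged from -0.21 to 0.18 and so reversed.

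With the filter at the upper quartile, unsorted M1B26 differed from MCF10A-CT in 42 genes and from MC26 in 6, with fewer genes tested. Without an intensity trend the latter was 7. With only the compared groups in the fit, the counts were 8 for CD10 in MC26, 1389 for CD10 in M1B26, 13 for MC26, 142 for M1B26 and 2 for M1B26 against MC26 unsorted, and 988 and 1746 for MC26 and M1B26 in CD10- cells. The unmoderated test at an unadjusted p under 0.05 gave 250, 277 and 1764 genes for CD10 in MCF10A-CT, MC26 and M1B26, 576, 698 and 536 for the unsorted contrasts and 1875 for CD10- M1B26 cells. After Benjamini-Hochberg adjustment that test gave 0 for CD10 in M1B26, for MC26 and M1B26 against MCF10A-CT unsorted and for CD10+ MC26 cells, 1 for M1B26 against MC26 unsorted and for CD10- MC26 and CD10- M1B26 cells, and 2 for CD10+ M1B26 cells, since each gene then rests on 4 arrays.

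The replicate number as a block gave 894 genes for CD10 in M1B26 and 165 on average. The line-by-replicate block, which follows the pairing of the sorted arrays, gave 281 for the average and 314 for the M1B26 difference of differences, and on the sorted arrays alone 78, 21, 2564 and 1118 for CD10 in MCF10A-CT, MC26, M1B26 and on average and 16 and 1404 for the differences of differences. In that last fit, with 3 residual degrees of freedom, the prior was infinite and a gene's own spread had no weight, so these counts are liberal; it also called the 3 MME differences that did not pass in the fit of 9 group means. The fit of CD10 in MC26 on its own groups had an infinite prior too. With all arrays, over 7 contrasts the block made 63 list calls, the 61 without the block and 2 more in MCF10A-CT, interferon response higher (adjusted p = 0.0289, 0.0641 without it) and immediate early genes lower (adjusted p = 0.0363, 0.0865 without it), and it changed no other count by over 1.5 times. Whether unsorted arrays of the same number share more than the number is open, as MC26 and M1B26 deviated together (0.458); the replicate block gave 56, 99 and 16 genes for the unsorted contrasts.

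Omitting the 4 sorted MCF10A-CT arrays gave an average CD10 difference of 337 genes, of which 138 were among the 139, and omitting the 4 sorted M1B26 arrays gave 0 by limma. Omitting the unsorted MC26 and M1B26 arrays numbered 1 gave 153 genes for MC26 and 48 for M1B26 and a BMPR1B difference of 0.18. Sorted minus unsorted without the sorted MCF10A-CT arrays reversed for PRC1 (0.054), RFC2 (0.20), TYMS (0.34), CFB (-0.29) and S100A9 (-0.52). Of 139 list calls among 336 tests, fry made 40 in all (36 shared) and the estimated correlation 4. Without the sorted MCF10A-CT arrays the score differences were 456 for CD10, 327 for M1B26 and -80.6 for MC26 against MCF10A-CT. The score was also run on the 95 ENI10 members left after removing the cell-division lists, a set other than the 96 of ENI10 outside cell division. On it MC26 lay -62.1 from MCF10A-CT (exact permutation p = 0.741), and M1B26 lay 642 above MC26 (exact permutation p = 0.0185).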

Other observations

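The tests of splits and of the mixture in this part were written before their results were seen. That the mixture's limit was too wide for its shares was judged after them, and descriptive values were picked afterwards.

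In sorted against unsorted cells, 6 of 25 IL6 and STAT3 response genes rose and none fell (6 adjusted over the list alone; median 0.34, adjusted p = 0.00135; adjusted p = 0.614 with an estimated correlation), and 4 of 30 immediate early and heat shock genes rose and 1 fell (6 and 1 adjusted over the list alone; median 0.21, adjusted p = 0.0376; adjusted p = 0.786 with an estimated correlation), the transcription factors JUN (1.28) and IER2 (0.58) rising and ATF3 falling by 1.51. By line the list means differed by 1.23 in MCF10A-CT, -0.043 in MC26 and -0.16 in M1B26 for the first list, and by 0.70, 0.20 and -0.17 for the second. In CD10+ against CD10- M1B26 cells, GCLC, the enzyme of glutathione synthesis (1.64), and the thioredoxin reductase TXNRD1 (1.21) rose and SLC7A11 fell by 1.92, the 3 of 23 NRF2 and aldo-keto reductase genes to pass (2 higher and 1 lower adjusted over the list alone), with no call for the list (median 0.15, adjusted p = 0.573). Of 13 stem cell markers 1 rose there and 2 fell (1 and 3 adjusted over the list alone), and the list was called lower (median -0.40, adjusted p = 0.0256; adjusted p = 0.715 with an estimated correlation).

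Oxidative phosphorylation genes lay slightly lower in CD10+ cells of MCF10A-CT (1 of 69 above 0, median -0.11, adjusted p = 2.67e-04; adjusted p = 0.849 with an estimated correlation) and of MC26 (1 of 69 above 0, median -0.13, adjusted p = 0.00853; adjusted p = 0.996 with an estimated correlation), where all genes shifted by -0.045 and -0.10 and the MC26 arrays overlapped, and 48 of 69 lay above 0 in M1B26 (median 0.08) without a call. Cholesterol synthesis genes were called lower in unsorted M1B26 than MCF10A-CT cells (median -0.26, 0 of 20 passing, adjusted p = 0.0306; adjusted p = 0.612 with an estimated correlation). The p53 targets were not called in CD10+ against CD10- M1B26 cells, where 2 of 26 rose (2 adjusted over the list alone; median 0.30, adjusted p = 0.135). Leukocyte and endothelial markers, a check for other cells, had 0 of 9 passing in that contrast (1 adjusted over the list alone; median 0.10, adjusted p = 0.973) and were called higher in CD10+ MC26 cells (median 0.10, adjusted p = 0.00784; adjusted p = 0.207 with an estimated correlation).

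The genes past the threshold in M1B26 were followed in the other lines. Of the 458 genes higher in CD10+ M1B26 cells, 304 (66.4%) were above the median of all genes in MCF10A-CT and 322 (70.3%) in MC26, and of the 333 lower genes 220 (66.1%) and 207 (62.2%) were below it, where 50% would be expected with no relation. Genes are not independent replicates, so no test was made of these shares.

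Unsorted M1B26 cells were compared with a mixture of their sorted fractions, as a hypothesis that 1 share of CD10+ RNA fits all genes. Genes higher in CD10+ cells gave median shares of 14.8% and 3.44% on the replicates, and genes lower gave 11.5% and 5.38%, so the shares from both kinds of gene differed by -3.32 and 1.94 percentage points, under the 10 set beforehand. Shares this small could hardly have failed that limit, so the test decides nothing. MME alone gave 10.8% and 1.70%. All of these shares lay under the percentage of CD10+ cells in M1B26 that the study reported by flow cytometry, given above. The cause of that gap was not tested.

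Other splits of the sorted arrays within lines were fitted in the same way. For the average CD10 difference, 18 of 100 splits gave as many genes as the real 139, the highest other giving 1568. By this count, which ignores the pairing of the sorted arrays, chance cannot be excluded. Every other split that reached 139 left both members of some replicate pair on the same side. The high counts therefore go with the pairing, and what the pairs share was not tested. Among the 31 splits that part every pair as the real one does, only the real one reached 139, the highest other giving 131. For sorted against unsorted cells, 1 of 100 splits, the real one, reached 1856 genes, the highest other giving 1177, which excludes chance.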
